A study of Mus musculus with 14 samples. Its data were reported in "Involvement of extracellular vesicles in the progression, diagnosis, treatment, and prevention of whole-body ionizing radiation-induced immune dysfunction" (2023).

How the data were processed

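The miRNA cargo of extracellular vesicles (EVs) from mouse plasma was measured with the NanoString nCounter mouse miRNA panel in 14 samples. In this assay each miRNA is joined to a tag by ligation, hybridised to a color-coded reporter probe and counted as single barcodes by an imager, with no sequencing and no alignment. The labels place 5 samples in the 2 Gy group, 5 in the 9 Gy group and 4 in the sham group, with EVs collected 3 days after whole-body irradiation (WBIR) in the irradiated mice. The authors pelleted the EVs from cleared plasma by differential centrifugation, isolated the RNA, ran the panel and used the nSolver software for their own normalisation and fold changes.

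The deposited values are counts per probe. They are whole numbers with different sums in each sample, and the positive and negative control probes are still present and differ between samples, so neither positive control scaling nor background subtraction had been applied. No value was 0, the smallest value was 1, and 362 of the 8764 values equalled 1. Whether counts of 0 were written as 1 is not stated. The table held 626 probes, of which 566 were for mouse miRNAs, 33 for miRNAs of mouse viruses, 6 for hybridisation positive controls, 8 for negative controls, 3 for ligation positive controls, 3 for ligation negative controls, 3 for spike-in miRNAs and 4 for housekeeping mRNAs. Probe names are those of the panel and were kept as written.

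The 599 miRNA probes made up the library size of each sample. Trimmed mean of M values (TMM) factors were computed over all 599 miRNA probes, before probes with a mean under 10 counts over the 14 samples were left out. This left 176 probes for testing, 8 of them for viral miRNAs. Control, spike-in and housekeeping probes were not tested. The counts were fitted with the quasi-likelihood model of edgeR 4.0.16 in R 4.3.3, with robust estimates and all 3 groups in 1 fit without a block. Tests were two-sided, p-values were adjusted with the Benjamini-Hochberg method over the 176 probes, and the threshold was an adjusted p under 0.05. Standard errors were derived from the fitted log2 fold change and its F statistic. Scaled counts are counts divided by the TMM-adjusted library size relative to the geometric mean of the samples. Total counts of miRNA probes ran from 4781 to 20150 per sample, and the median miRNA probe had 5 to 9 counts, so the precision of most probes was set by counting error near the background.

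The order of normalisation and filter used here was checked on simulated counts. In these, 200 of the 599 probes were changed by 2 on the log2 scale, as many up as down. Most calls against sham in the real data were rises, and such a lopsided change was not simulated. All 84 tested changed probes were recovered for 2 Gy versus sham, all 96 for 9 Gy versus sham and all 98 for 9 Gy versus 2 Gy. False calls made up 3.45%, 1.03% and 2.0% of the calls.

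The text names miRNAs by a rule fixed before the data were examined. It covers every probe for miR-376a, miR-136 and miR-142, and for each comparison up to 5 miRNAs that rose and up to 5 that fell with the largest log2 fold change past the threshold. Where none passed, the 3 with the smallest unadjusted p are named. Another 5 lists, fixed at the same time, were tested as sets with camera (preset correlation) and fry in limma 3.58.1. They were the Dlk1-Dio3 miRNA cluster, the miRNA families of the Sfmbt2 locus, and miRNAs of red cells, platelets and lymphocytes. All 52 entries of the Dlk1-Dio3 list were found between Dlk1 and Dio3 in the RefSeq gene table of assembly GRCm38.p6, which was used for names and gene order only.

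Comparisons of control probes between groups used an exact permutation test of log2 values, two-sided. Correlations across samples used 100000 permutations. The 2 comparisons against sham share the sham samples, so 100 sets of 14 unchanged samples were simulated from the sham means to give the overlap and correlation that the shared samples produce. Counts of calls were also recomputed for 100 of the 126 splits of the samples of each comparison into groups of the same sizes.

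Alternatives fixed before the data were examined were no filter, a mean of at least 30 counts, DESeq2 size factors, the geometric mean of the 100 highest miRNAs, total count scaling, only the 2 groups compared, the replicate number as a block, each sample left out in turn, limma-voom, DESeq2 1.42.0, an unadjusted p, an exact permutation test per miRNA, an adjusted p under 0.1, and subtraction of the negative control mean plus 2 SD with a floor of 1. Chosen after seeing the data were scaling to the hybridisation positive controls, scaling to the ligation positive controls after subtraction of the median negative control, background without the negative control NEG_C, the log2 ligation positive control as a covariate, TMM over the tested probes alone, and TMM without miR-376a. Fits with few probes or with subtracted counts used a dispersion without a trend. Figures were drawn with matplotlib 3.10.9.

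Counts of all 26 pairs of samples within a group differed by more than sampling noise over the 626 probes (chi-square test, largest p 0.0202). Over the 176 tested probes alone, 6 pairs did not differ (p of at least 0.05), 4 of them sham pairs, and the highest p values were 0.813 for sham replicates 2 and 3 and 0.636 for 2 Gy replicates 4 and 5. In the first of these the control probes differed (p 1.02e-37 over all probes), and in the second miR-451 had 149 and 252 counts (exact binomial test, Holm-adjusted p 0.00225 over the tested probes). Equal tested probes made up at most 11.4% in any pair. Control probes are added to each reaction, so a difference in them does not show that a pair came from different mice. For sham pairs such as replicates 2 and 3, the tested probes leave this open. Each sample was kept as a replicate as labelled. Leaving out 2 Gy replicate 4 or 5 gave 22 or 23 calls for 2 Gy versus sham. The labels give no cartridge, run or date, and no such batch was analysed here.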

Results

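To assess which miRNAs change in circulating EVs after radiation, the counts of a mouse miRNA panel were compared between plasma EVs of sham mice and of mice given 2 Gy or 9 Gy of WBIR. There were 4 sham samples, 5 samples at 2 Gy and 5 samples at 9 Gy, with EVs isolated 3 days after exposure. Total counts over the miRNA probes were 6042 ± 911 in sham (SD, n = 4), 9046 ± 919 at 2 Gy (SD, n = 5) and 14276 ± 3549 at 9 Gy (SD, n = 5). Totals ranged from 4781 to 6926 in sham, from 8019 to 10455 at 2 Gy and from 11518 to 20150 at 9 Gy. Each pair of groups differed in total count (exact permutation test, two-sided p 0.00794 for each comparison, the smallest this design allows). The totals include miR-376a, whose mean count was 20 in sham, 2817 at 2 Gy and 6414 at 9 Gy. Much of the difference in total count therefore came from this probe. The totals do not by themselves show a difference across the other probes.

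The control probes were examined first. Hybridisation positive controls are DNA targets added at fixed amounts, and their geometric mean was 1064 ± 89.6 counts in sham (SD, n = 4), 988 ± 114 at 2 Gy (SD, n = 5) and 1052 ± 87.0 at 9 Gy (SD, n = 5). They differed by less than the spread between replicates, with exact permutation p-values of 0.333 and 0.810 for 2 Gy and 9 Gy against sham. Ligation positive controls are synthetic templates that report how well the tagging reaction worked. Their geometric mean was 345 ± 223 counts in sham (SD, n = 4), 2332 ± 485 at 2 Gy (SD, n = 5) and 2650 ± 505 at 9 Gy (SD, n = 5). The highest sham sample had 634 and the lowest irradiated sample 1935. The ligation controls were thus 7.88-fold higher at 2 Gy and 8.98-fold higher at 9 Gy than in sham (ratio of geometric means, exact permutation test, two-sided p 0.00794 for each, the smallest possible). Between 9 Gy and 2 Gy the ratio was 1.14 (exact permutation p 0.294). Ligation yield and the sham group could not be separated, because no sham sample reached the ligation level of an irradiated sample. Every comparison against sham below carries this difference.

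**Figure D1:**
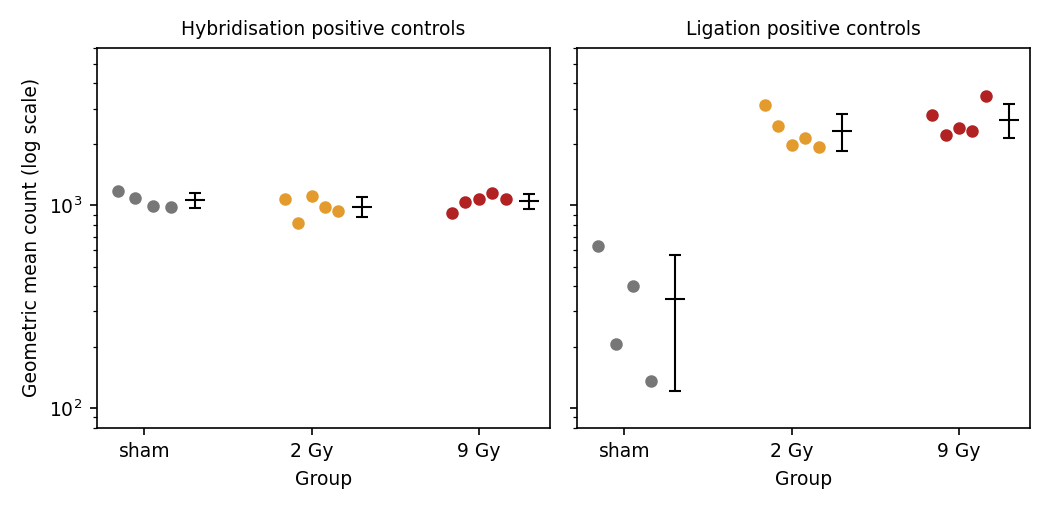
Geometric mean count of the 6 hybridisation positive controls (left) and the 3 ligation positive controls (right) in each sample, on a log scale, by group; points are samples and the bar beside them is the mean with 1 SD (n = 4 sham, 5 at 2 Gy, 5 at 9 Gy). The hybridisation controls overlap between groups, whereas the ligation controls lie between 136 and 634 in sham and between 1935 and 3463 in the irradiated samples.

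Most probes sat near the background. The median negative control was 8.0 counts in sham, 7.6 at 2 Gy and 7.4 at 9 Gy (group means), and the median miRNA probe was 7.0, 6.6 and 8.0 counts. The negative control NEG_C stood apart at 48.0 ± 15.1 counts in sham, 49.2 ± 12.0 at 2 Gy and 60.6 ± 9.69 at 9 Gy (SD). Above the mean of the negative controls plus 2 SD lay 4.75 ± 2.5 miRNA probes in sham, 10.8 ± 3.56 at 2 Gy and 9.0 ± 1.58 at 9 Gy (SD). With NEG_C left out of that limit the numbers were 59.5 ± 18.0, 94.6 ± 36.5 and 114.2 ± 44.3 (SD), so they depended on this probe. The 4 housekeeping mRNAs averaged 6.56, 6.35 and 7.6 counts and the 3 spike-in miRNAs 6.33, 6.53 and 6.67 counts in the same order, so neither could serve for scaling.

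The first comparison asked which miRNAs differed 3 days after 2 Gy. By edgeR's quasi-likelihood test, 26 of the 176 tested probes passed an adjusted p of 0.05, of which 23 were higher and 3 lower than in sham. At an unadjusted p under 0.05 there were 35, where 8.8 would be expected by chance. The counts of the 2 Gy and sham samples did not overlap for 26 of all 176 tested probes, which a random split gives for 1.59% of probes, and 22 of these were among the 26 that passed. With the ligation controls as a covariate, chosen after seeing the data, 3 probes passed, and all 3 were among the 26. That fit extrapolates across ligation levels the groups do not share, and its errors are wider for that reason. Scaling by total count gave 106 (12 higher and 94 lower), and scaling to the 100 highest miRNAs gave 49 (15 higher and 34 lower). Leaving out 1 sample at a time gave 20 to 26.

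The probe with the largest rise at 2 Gy was mmu-miR-376a. Its scaled count was 19.5 ± 5.39 in sham (SD, n = 4) and 3135 ± 751 at 2 Gy (SD, n = 5), a ratio of means of 161. The fitted log2 fold change was 7.30 ± 0.38 (SE, adjusted p 1.44e-08 by edgeR). It took 0.321% of the miRNA counts in sham, 30.8% at 2 Gy and 43.6% at 9 Gy. mmu-miR-136 rose from 16.1 ± 2.12 to 709 ± 82.4 scaled counts, a ratio of means of 44.0, with a fitted log2 fold change of 5.44 ± 0.13 (SE, adjusted p 1.61e-46). The sham means of both were 20 and 16.3 counts as deposited. They lay below the background limit of 42.1 but above the limit of 15.3 without NEG_C, and they include background counts. Background in sham lowers the ratios of both miRNAs here and at 9 Gy. A loss of ligation in sham would raise these ratios, so they bound the change from neither side. The next were mmu-miR-297c, mmu-miR-539 and mmu-miR-377, with log2 fold changes of 2.95 ± 0.26, 2.69 ± 0.24 and 2.65 ± 0.26 (SE). Their means were 8.75, 11.0 and 10.3 counts in sham, close to the negative controls, and 61.0, 65.4 and 59.4 counts at 2 Gy. Background and ligation limit the reading of their fold changes in the same way. All 3 probes that fell are named here. mmu-miR-142-5p fell by 0.63 ± 0.09 on the log2 scale (SE, adjusted p 3.35e-08), from 972 ± 109 to 627 ± 42.1 scaled counts, and its counts as deposited did not overlap between the groups. mmu-miR-668 fell by 1.14 (adjusted p 0.0164) and mmu-miR-669g by 0.91 (adjusted p 0.0479), both from under 15 mean counts in sham. Without 2 Gy replicate 4 or sham replicate 3, miR-668 no longer passed (adjusted p 0.0756 and 0.115), and miR-669g failed in 8 of the 14 fits that left out 1 sample. The other arm, mmu-miR-142-3p, had 7.0, 5.8 and 7.6 mean counts in the sham, 2 Gy and 9 Gy groups and was below the count minimum.

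**Figure D2:**
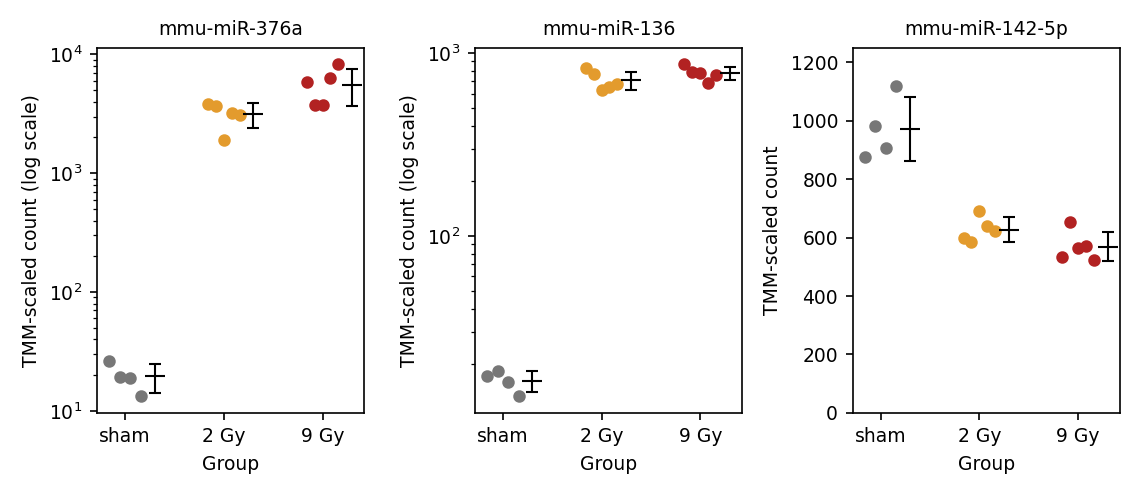
TMM-scaled counts of mmu-miR-376a and mmu-miR-136 (log scale) and mmu-miR-142-5p (linear scale) in each sample by group; points are samples and the bar beside them is the mean with 1 SD (n = 4 sham, 5 at 2 Gy, 5 at 9 Gy). Mean scaled counts of miR-376a are 19.5 in sham and 3135 and 5566 after 2 Gy and 9 Gy, and those of miR-142-5p are 972, 627 and 569.

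After 9 Gy, 30 probes passed the threshold, 28 higher and 2 lower than in sham, and 44 had an unadjusted p under 0.05. TMM over the tested probes alone gave 24 higher and 10 lower. With the ligation controls as a covariate 3 passed, all among the 30. Total count scaling gave 145 (15 higher and 130 lower), scaling to the 100 highest miRNAs gave 75 (21 higher and 54 lower), and leaving out 1 sample at a time gave 26 to 32. mmu-miR-376a reached 5566 ± 1903 scaled counts (SD, n = 5), a ratio of means of 286 over sham. The fitted log2 fold change was 8.13 ± 0.40 (SE, adjusted p 4.34e-09 by edgeR). mmu-miR-136 reached 776 ± 65.0 scaled counts, a ratio of means of 48.1, with a fitted log2 fold change of 5.57 ± 0.13 (SE, adjusted p 4.70e-47). mmu-miR-297c and mmu-miR-539 rose by 3.14 ± 0.26 and 3.04 ± 0.24 (log2, SE). mmu-miR-142-5p fell by 0.77 ± 0.09 on the log2 scale (SE, adjusted p 8.34e-11), to 569 ± 50.8 scaled counts. When counts were scaled to the hybridisation controls, its fall of 0.54 no longer passed (adjusted p 0.0563). mghv-miR-M1-4, a probe for a viral miRNA, fell by 0.75 ± 0.24 (SE, adjusted p 0.0187), and failed without 9 Gy replicate 3 (adjusted p 0.0636) or sham replicate 2 (adjusted p 0.0888).

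mmu-miR-155 was also past the threshold at 9 Gy (adjusted p 0.0474), but the call rested on few samples. Its count was 1 in 11 of the 14 samples, including 9 Gy replicates 2 and 3, and was 44, 14 and 307 in 9 Gy replicates 1, 4 and 5. No fold change is given for it. It failed in 11 of the 14 fits that left out 1 sample, with an adjusted p of 0.0606 without 9 Gy replicate 5.

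The doses were then set side by side. In total, 23 probes passed the threshold in the same direction at both doses, 22 higher and 1 lower (miR-142-5p). Unchanged groups simulated against shared sham samples gave a median of 0 and at most 1. A further 3 probes passed at 2 Gy alone and 7 at 9 Gy alone, and all 7 had the same sign at 2 Gy. Shared sham samples favour such agreement. For miR-155, with a count of 1 in every sham and 2 Gy sample, that sign comes from scaling alone. With the ligation controls as a covariate, 3 probes passed at both doses. Across the 176 probes the log2 fold changes at 2 Gy and 9 Gy had a Pearson r of 0.873 (jackknife SE 0.0457 over samples), which is across probes that are not independent replicates. Unchanged groups gave a median r of 0.560, from 0.387 to 0.692. Over the probes that passed at neither dose, r was 0.552, within that range.

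**Figure D3:**
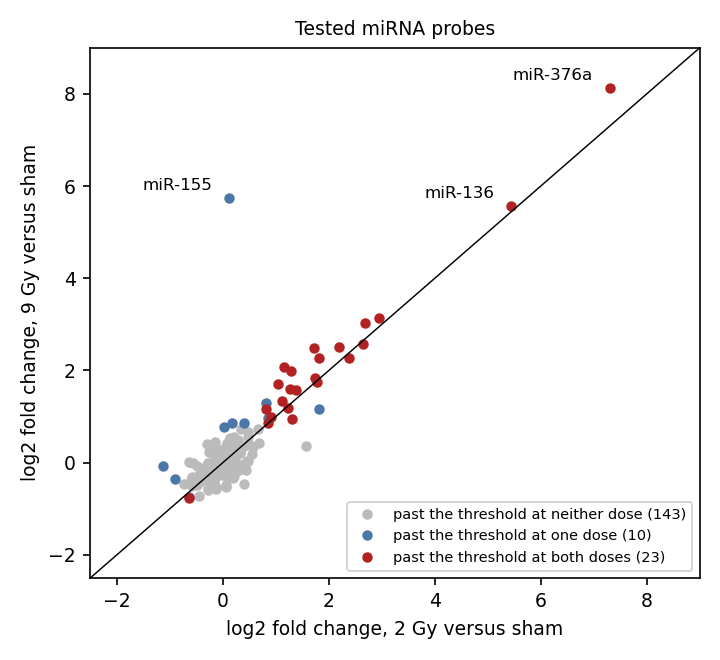
Log2 fold change against sham at 2 Gy (x axis) and 9 Gy (y axis) for the 176 tested probes, with the line of equal change; each point is a probe and its color shows at how many doses it passed an adjusted p of 0.05. The 23 probes past the threshold at both doses lie near the line, and miR-155, past it at 9 Gy alone, lies far above.

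A direct comparison of the doses found no probe past the threshold by edgeR. At an unadjusted p under 0.05 there were 20, and both DESeq2 and limma-voom called 1. Ligation controls did not differ between these groups beyond the spread of samples. Scaling to the hybridisation controls, chosen after seeing the data, gave 12 probes, all higher at 9 Gy, whereas total count scaling gave 7, of which 1 was higher and 6 lower. The smallest unadjusted p belonged to mmu-let-7d, mmu-miR-668 and mmu-miR-1839-3p. Their log2 fold changes were 0.91 ± 0.25, 1.07 ± 0.33 and 0.78 ± 0.25 (SE), and none passed (adjusted p 0.0883, 0.125 and 0.125). With scaling to the hybridisation controls all 3 passed (adjusted p 0.0150 for each). miR-376a was 0.83 ± 0.25 higher at 9 Gy (log2, SE, adjusted p 0.125), miR-136 0.13 ± 0.09 higher (adjusted p 0.618) and miR-142-5p 0.14 ± 0.09 lower (log2 -0.14, adjusted p 0.538). miRNAs that passed at 9 Gy alone were therefore not shown to differ between the doses. The call of miR-376a between doses changed with the method, since it passed with total count scaling (adjusted p 0.0410), limma-voom (adjusted p 0.0440) and scaling to the hybridisation controls (adjusted p 0.0150). Over all its alternatives the adjusted p ran from 0.0150 to 0.480. Without 2 Gy replicate 1, 3 probes passed, miR-1839-3p among them (adjusted p 0.00532). Without 2 Gy replicate 2, 2 Gy replicate 4 or 9 Gy replicate 2, the count was 1, and let-7d passed in each of these fits.

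Lists of miRNAs fixed beforehand were tested as sets. No list passed camera at either dose (smallest adjusted p 0.720 over 12 tests), with a preset or an estimated correlation. By the directional test of fry, which a few members can carry, the Dlk1-Dio3 list passed at both doses (adjusted p 8.85e-08 and 4.04e-08). So did that list without miR-376a and miR-136 (adjusted p 0.0467 and 0.00254) and the Sfmbt2 list (adjusted p 0.000298 for each). The study had reported the rises of miR-376a and miR-136, so the pass of the full Dlk1-Dio3 list is no independent finding. At each dose 12 of its tested members were higher and 9 lower, or 10 and 9 without those 2. These passes therefore do not show a shift shared across that list. Of the 63 probes of the Dlk1-Dio3 list, 21 were tested. Their median log2 fold change was 0.02 at 2 Gy and 0.17 at 9 Gy, with means of 0.76 and 0.93. Adjusted over the list alone, 5 and 6 members passed, and over all 176 probes 5 and 4. Without miR-376a and miR-136 the medians were 0.00 and 0.15, and camera pointed down where fry pointed up. Of the 33 Sfmbt2 probes 16 were tested, with medians of -0.06 and -0.17, means of 0.18 and 0.20, camera pointing down and fry up. Adjusted over the list alone, 4 and 3 passed, and over all probes 4 and 3. The red cell list had 3 tested probes with medians of 1.57 and 0.36, the platelet list 2 with medians of 0.42 and 0.30, and the lymphocyte list 3 with medians of 0.11 and -0.09. The lymphocyte means were -0.13 and 1.62, the latter through miR-155. None of these 3 lists passed fry after adjustment. Adjusted over the list alone, 1 red cell probe passed at each dose, no platelet probe passed, and 1 and 2 lymphocyte probes passed. Over all probes the red cell list had 1 and 0, and the lymphocyte list 1 and 2.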

Values the study reported

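The study reported 15 miRNAs that changed in a similar way at 2 Gy and 9 Gy. It reported that miR-376a rose by more than 100 to 200-fold across the doses. For miR-136 it gave 30-fold at 2 Gy and 63-fold at 9 Gy. A further 7 miRNAs were described as specific to 9 Gy. In its abstract, miR-1839 and miR-664 are given as examples that rose at 9 Gy alone.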

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

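The tests of ligation and of miR-155 in this part were chosen after the results were seen.

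The ligation positive controls, which enter the miRNA comparisons only in alternatives chosen after seeing the data, were 8.42-fold higher in the 10 irradiated samples than in the 4 sham samples (exact permutation p 0.000999, the smallest possible), while the hybridisation controls had a ratio of 0.957 (exact permutation p 0.468). A fault in hybridisation or imaging would have moved both. The 3 controls did not move alike, since the fold at 9 Gy was 6.88 for LIG_POS_A, 9.17 for LIG_POS_B and 11.5 for LIG_POS_C. As templates added to the reaction they do not come from the EVs, so a candidate explanation is that the sham samples were ligated less well, in a separate batch or because of something carried over with their RNA. The labels name no batch, and ligation cannot be told apart from the sham group.

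Within the 10 irradiated samples, where no sham sample enters, the signal also went with the ligation controls. With dose means removed, the mean log2 signal of the 20 miRNAs other than miR-376a and miR-136 that were higher at both doses had a Pearson r of 0.902 with the ligation controls (permutation p 0.00019, adjusted 0.00095 over 5 relations) and a Spearman rho of 0.867 (permutation p 0.00227). Without the 2 samples farthest from the median on the ligation axis r was 0.849. For miR-136 the Pearson r was 0.824 (permutation p 0.00587, adjusted 0.0147) with rho 0.842 (permutation p 0.00408), and 0.758 without those samples. For miR-376a r was 0.756 (permutation p 0.0123, adjusted 0.0205) with rho 0.721 (permutation p 0.0229), and 0.597 without them. For miR-142-5p r was -0.240 (permutation p 0.517) with rho -0.103 (permutation p 0.783), and -0.494 without them. The probes called against sham at neither dose had r 0.483 (permutation p 0.159, adjusted 0.199) with rho 0.648 (permutation p 0.0476), and 0.166 without them. Background was subtracted from the miRNAs that rose but not from miR-142-5p or the uncalled probes, so their r values are not directly comparable. The miRNA signals and the ligation controls were also scaled to the same hybridisation controls, which can add to r. Within these limits, ligation yield may set part of the signal of the miRNAs that rose.

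How much of each rise over sham this leaves was tested by subtracting the rise of the ligation controls. For miR-376a, with no background taken from its sham count, the smaller of the 2 folds beyond the ligation controls was 17.4, and for miR-136 it was 4.74, with no overlap between irradiated and sham samples (exact permutation p 0.00794 for each, the smallest possible). A loss as large as that of the ligation controls therefore does not account for the whole of either rise. A loss that hits some probes harder than others stays open, since the 3 controls already ranged up to 11.5-fold. The other 20 miRNAs, with the median negative control subtracted, rose on average by 0.46 (log2) more than the ligation controls at 9 Gy (exact permutation p 0.357) and by 0.32 less at 2 Gy (log2 -0.32, exact permutation p 0.444). As a set, their rise cannot be told apart from the ligation difference, because the 20 were picked for their rise and several were at background in every sham sample. Single members went further. miR-377 rose 2.69-fold more than the ligation controls at 2 Gy and 3.06-fold more at 9 Gy, and miR-297c 4.36-fold more at 9 Gy, each with no overlap with sham (exact permutation p 0.00794, the smallest possible). At 2 Gy miR-297c overlapped with sham (exact permutation p 0.0317), as did miR-539 at both doses (exact permutation p 0.119 and 0.0238). With the ligation covariate miR-539 still passed (adjusted p 0.0205 at 2 Gy and 0.00362 at 9 Gy), whereas miR-377 at 2 Gy (adjusted p 0.914) and miR-297c (adjusted p 0.914 and 0.850) did not. Scaled to the ligation controls, miR-539 failed at 2 Gy (adjusted p 0.0525). These 3 were picked from the 20 after their values were seen, and their sham counts lie near background. After subtraction, 1 of the 4 sham samples was at the floor for miR-377, 1 for miR-539 and 2 for miR-297c. The sizes given for these miRNAs therefore depend on the floor, and a larger rise than that of ligation stays open for them. Of the 17 probes with a mean of at least 30 counts, 8 rose by less than 1.5-fold over sham. Apart from miR-142-5p their counts were at the level of NEG_C, and background does not fall with ligation, so they leave a loss that acts alike on every probe open. miR-142-5p alone argues against it, and 1 probe does not decide. A change in EV cargo after WBIR stays open for all of them.

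The count of miR-155 in 9 Gy replicate 5 lay far from the rest of its group. The scaled count was 235 against 0.865 to 46.0 in the other 4 samples, and the gap was 0.807 of the whole range, above the limit of 0.71 for 5 samples. It was the only value past the limit among 54 groups of values, where chance gives about 1 in 20, or 2.7 values. Chance alone would thus give at least this many. That sample also had the highest total miRNA count, 20150, but scaling removes depth and 14 counts were seen in 9 Gy replicate 4 at a total of 15068. RNA from white blood cells in that sample was tested with the other 5 probes of the lymphocyte list, whose median fold over the other 9 Gy samples was 0.904 where miR-155 was 15.7-fold. Apart from miR-142-5p, none of these probes had more than 18 counts in the sample, so the test could not exclude leukocyte RNA. Whether a fault of the probe, contamination or a response in 3 of the 5 samples is behind it stays open.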

How the results depend on the processing

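Counts of calls are given for 2 Gy versus sham, 9 Gy versus sham, 9 Gy versus 2 Gy and both doses, which were 26, 30, 0 and 23, with r 0.873. The alternatives on hybridisation controls, ligation controls, NEG_C, the covariate and TMM over other probes were chosen after seeing the data. The planned pseudocounts of 0.5 and 10 were not run, since they belong to a test on log2 values and the values are counts.

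The counts moved by more than 1.5 times in these settings. A mean of at least 30 gave 9, 11 (8 higher, 3 lower) and 9 at both doses among 17 probes, with r 0.986; fewer probes were tested. The 100 highest miRNAs as scaling gave 49, 75 and 39 at both doses, and total count scaling 106, 145, 7 (1 higher, 6 lower) and 102. These scalings moved the median log2 fold change of the probes to -0.37 and -0.48, and to -0.66 and -1.02, against 0.05 and 0.01, and their calls are relative to that shift. Total count scaling moved it to -0.28 for 9 Gy versus 2 Gy, and scaling to the hybridisation controls to 0.22 for 9 Gy versus sham and 0.27 for 9 Gy versus 2 Gy, where it gave 12 calls. Against sham it gave 25 (22 higher, 3 lower) at 2 Gy and 33 (33 higher, 0 lower) at 9 Gy. DESeq2 size factors moved it to -0.11 at 9 Gy, with 25, 30, 0 and 22 calls. Subtracting the negative control mean plus 2 SD gave 5, 7 and 5 at both doses with r 0.931, and without NEG_C 13 at 2 Gy and 13 at both doses. Subtraction with scaling to the ligation controls on 17 probes gave 13 (4 higher, 9 lower), 14 (5 higher, 9 lower) and 12, with r 0.987. The ligation covariate gave 3, 3 and 3 with r 0.962. Fits with limma-voom gave 17 at 2 Gy, 1 for 9 Gy versus 2 Gy, 15 at both doses and r 0.927, and DESeq2 gave 19 at 9 Gy, 1 and 15. No filter gave r 0.803. No filter, DESeq2 size factors, only the 2 groups compared, TMM over the tested probes and TMM without miR-376a gave 24 to 27 at 2 Gy, 29 to 34 at 9 Gy, 0 between doses and 21 to 25 at both doses. The split at 9 Gy was 24 higher and 10 lower with TMM over the tested probes and 25 and 5 with DESeq2 size factors, against 28 and 2. For 9 Gy versus 2 Gy an unadjusted p gave 20, the exact permutation test 22 and an adjusted p under 0.1 gave 1. Except where stated, the cause was not tested.

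Leaving out 1 sample at a time gave 20 to 26, 26 to 32, 0 to 3 and 17 to 25 at both doses, and r from 0.859 to 0.913. The lowest counts against sham came without sham replicate 2.

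Replicate numbers are shared between groups but did not pair the samples. The 13 same-numbered pairs had a mean correlation of deviations of -0.0124, and 1 was over 0.1. With the replicate block the counts were 24, 29, 3 and 23 at both doses, with r 0.863. For 9 Gy versus 2 Gy, let-7d (adjusted p 0.0186) and miR-1839-3p (adjusted p 0.0104) passed with the block.

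Of the values for named miRNAs under alternatives, 544 kept direction and side of the threshold, 48 were weaker, 12 passed newly and 6 reversed. miR-376a and miR-136 against sham kept both in each alternative run. Reversed under the ligation covariate were miR-669g at 2 Gy (log2 0.30) and miR-155 at 9 Gy (-12.69, a value from counts of 1 that cannot be read as a size). For 9 Gy versus 2 Gy, miR-136 reversed under total count scaling (-0.15), miR-142-5p under scaling to the hybridisation controls (0.10) and to the ligation controls (0.00328), and miR-1839-3p under subtraction (-0.0616). The reversals of miR-136 and miR-142-5p follow the scaling, which moved the median of the probes from 0.03 to -0.28, 0.27 and 0.15 in these settings, the last over 17 probes, so neither reversed relative to the other probes. For the rest the cause was not tested. miR-155 at 9 Gy lost its call in 16 further alternatives and miR-669g at 2 Gy in 14. Probes at the floor in each sample compared after subtraction have no value.

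Depth limits the weak probes. The median miRNA probe had about as many counts as the median negative control, so changes below background were not detectable at this depth.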

Other observations

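The tests of miR-142-5p, of the viral probes and of the other splits were chosen after the results were seen. The predictions for the lists were written before.

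The number of miRNAs past the threshold in the same direction at both doses was 23. That is higher than the number quoted from the study above. With limma-voom and with DESeq2 it was 15. Within edgeR it ran from 3 with the ligation covariate to 102 with total count scaling, so the gap depended on the processing. An equal count does not show that the same miRNAs were called. The 2 examples of a rise at 9 Gy alone quoted above passed at both doses here. At 2 Gy the log2 fold change was 1.71 for miR-1839-3p and 2.19 for miR-664 (adjusted p 0.000124 and 6.18e-08 by edgeR). Neither passed between the doses with the main scaling (adjusted p 0.125 and 0.618 by edgeR). The calls against sham carry the ligation difference. The ratio of mean scaled counts of miR-376a was 161 at 2 Gy and 286 at 9 Gy. The former lies above the lower end of the range quoted from the study above, and the latter above its upper end. Ratios depended on the background. With scaling to the hybridisation controls and no subtraction, ratios of geometric means were 160 and 327 for miR-376a and 43.7 and 56.3 for miR-136. With the median negative control also subtracted they were 302 and 619 for miR-376a and 91.5 and 118 for miR-136. The subtracted ratios are higher than the values quoted from the study above, but the sham counts lie near background, so their size is uncertain. With TMM scaling and no subtraction the ratios of miR-136 were 44.0 and 48.1. The former is higher and the latter lower than the values quoted from the study above.

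Chance assignment of samples was tested with 100 of the 126 splits of each comparison. For both comparisons against sham, 1 of the 100 splits, the real one, gave as many calls, and the largest number in another split was 18 for 2 Gy and 16 for 9 Gy. A chance assignment is therefore unlikely for these, within the 100 splits drawn. The splits say nothing about ligation, which separates the same samples. For 9 Gy versus 2 Gy the count was 0, so 100 of 100 splits had at least as many by construction, and the splits say nothing about that comparison.

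The fall of miR-142-5p was not made by scaling. Its counts as deposited were lower at 9 Gy by a log2 difference of -0.56 with no overlap (exact permutation p 0.00794, the smallest possible), and at 2 Gy by -0.75. A loss of ligation in the sham samples would lower their signal, and the signal was higher there, so such a loss is argued against as the cause of this fall. A signal that falls as ligation rises was not seen within the irradiated samples (Pearson r -0.240, permutation p 0.517), but these cover a narrow range of ligation and leave it open. With the ligation controls as a covariate the log2 fold change was -0.21 at 9 Gy and -0.10 at 2 Gy and no longer passed, in a fit whose covariate does not overlap between the groups. A lower level after WBIR also stays open.

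Probes for viral miRNAs offer a view of calls on targets with no stated infection. At 9 Gy 25% of the 8 tested viral probes passed the threshold and 16.7% of the 168 mouse probes (Fisher's exact test p 0.626). At 2 Gy the shares were 12.5% and 14.9% (Fisher's exact test p 1). mcmv-miR-M23-2 rose at both doses and mghv-miR-M1-4 fell at 9 Gy; the former was named after its values were seen. Some calls on weak probes may come from background or cross-hybridisation, but 8 probes are too few to decide.

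Explanations by blood cell RNA were weighed with the lists fixed beforehand. Haemolysis in the irradiated samples, loss of lymphocyte RNA and platelet RNA in the pellet predicted a shift of a whole list. At 9 Gy the medians were 0.36 for red cells (3 probes), -0.0916 for lymphocytes (3 probes) and 0.30 for platelets (2 probes), none past camera. The lymphocyte member miR-142-5p, alone in that list well above background in sham, fell as predicted (log2 -0.63 at 2 Gy and -0.77 at 9 Gy). At 2 Gy the other tested members gave no readable direction. miR-150 stood at a log2 fold change of 0.11 (adjusted p 0.903 by edgeR), and miR-155 had a count of 1 in every sham and 2 Gy sample. At 9 Gy miR-155 was higher, through few samples. The red cell list came closest to the prediction at 2 Gy, with a median of 1.57, 3 probes higher and 0 lower, and a fry p of 0.0492 that became 0.0844 after adjustment. Its member miR-16 passed there (log2 fold change 1.81, adjusted p 0.00459 by edgeR), while camera gave p 0.120. miR-451, singled out after its values were seen, ran from 21 to 252 counts within the 2 Gy group, so red cell RNA may vary between samples. Haemolysis stays open at 2 Gy, and each list had too few probes above background to decide.

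Because miR-376a, miR-136, miR-377 and miR-539 all lie between Dlk1 and Dio3, a rise of the whole cluster was a candidate explanation. Without miR-376a and miR-136 the median of the 19 tested members was 0.15 at 9 Gy, with 10 higher and 9 lower, and the 42 other probes of the list were under the count minimum. Members near background decide nothing, so the cluster as a whole stays open. A joint shift of the Sfmbt2 families had a median of -0.17 at 9 Gy with 6 higher and 10 lower, again mostly near background, and also stays open.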
